A study of Saccharomyces paradoxus with 12 samples. Its data were reported in "Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast" (2014).

How the data were processed

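Gene expression was measured in 12 strains of the wild yeast Saccharomyces paradoxus, each grown on glucose and on xylulose, a pentose sugar that is rare in nature. Per the study, pure xylulose was too costly, so the xylulose was supplied in a mixture with xylose, which no strain used. An effect of the xylose therefore cannot be told apart from that of xylulose in any change between the sugars given here. Each strain had 1 two-colour Agilent array, and per the labels the Cy3 and the Cy5 channel of an array held RNA of the same strain from the 2 sugars. Xylulose RNA was in Cy5 on 8 arrays and in Cy3 on the other 4. The strains served as the replicates, since no strain had a second array.

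The authors extracted the spot values from the scans with Agilent's Feature Extraction software, and per the file headers the deposited intensity columns hold, for each spot and channel, the mean signal, the local background, a processed signal, and flags for saturation, non-uniform spots and signal well above background. The deposited log10 ratio of Cy5 over Cy3 was not turned for the arrays with xylulose in Cy3. The series table held the same log10 ratio, and the largest difference between them was 0.005. On the array where this was least frequent, 87.2% of spots had a deposited ratio within 0.005 of the log10 ratio of the processed signals. The study's methods describe a correction for the distance of a probe from the 3′ end of its gene and a quantile normalization, neither of which is in these files. On 9 of the arrays the deposited signals were rounded to 3 digits; those of UWOPS91, Z1 and YPS138 were not.

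An array carried 60000 gene spots and 1319 control spots. The gene spots held 17004 probe sequences of 60 bases, each printed on 3 to 4 spots, and the probe names placed them under 5998 gene numbers, a mean of 2.83 probes per number. This reading of the names was checked on 5416 tested numbers with 2 or more probes. The log ratios of the first 2 probes of a number had a median r of 0.93 across the 12 arrays, against -0.00 for probes paired at random. The files do not pair the gene numbers with gene names, and the table of genes at hand held no sequences, so genes are given by number. Gene sets, the pentose phosphate pathway, the xylulokinase gene XKS1, a list of carbon source genes, and relations between gene sets across strains had been planned and were not analysed here for that reason. The probe names do not tell probes of the other species apart, and all probes were used.

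Mean signals were corrected with normexp on the local background medians with an offset of 50, and log2 Cy5/Cy3 was normalized by loess within each array, with the control spots given no weight (limma 3.58.1, R 4.3.3). Spots flagged as non-uniform or as population outliers in either channel, 3 to 57 per array, were left out, as were the control spots. The median over the spots of a probe and then over the probes of a gene was taken. A gene was tested if at least 1 of its probes was well above background in at least 1 channel on 6 or more of the 12 arrays. Of the 5998 genes, 5626 met this and 372 did not.

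The change between the sugars was tested per gene in limma (lmFit and eBayes) with an intercept for the dye and a term for the dye orientation, whose coefficient is log2 xylulose over glucose. A Benjamini-Hochberg adjusted p under 0.05 was the threshold. The 8 arrays with xylulose in Cy5 were on slide 1 and in 1 scan, and the other 4 were on slide 2 and in another scan. Slide and dye orientation therefore cannot be told apart, and a dye bias that differs between the slides would enter the estimated change. The change was also computed within each slide. On simulated data with the residual spread of these 5626 genes, 200 genes were changed. The fit recovered 60.5% of changes of 0.5 on the log2 scale, 94.5% of changes of 1 and 98.5% of changes of 2. Of its calls, 5.03% to 5.47% were false. In the data 3153 genes were called, and the Benjamini-Hochberg cut-off depends on how many genes change. The simulated genes were also independent of each other, so these shares need not hold for the data.

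Agreement between strains was the Pearson r across genes of log2 xylulose over glucose, with no test. The spread between strains on each sugar was computed from quantile-normalized log2 intensities of the single channels, after the mean per sugar and dye had been removed. Its test was a two-sided permutation test that swapped the sugars within strains, with 100 arrangements. The genes named by number were taken by a rule: the largest rises and falls among genes past the threshold that moved the same way in all 12 strains. The rule allowed 5 of each, and 2 of each are named because the numbers carry no gene names. The tests, the rule and most alternatives were fixed before the data were examined. The alternatives were raw signals, the software's processed signals, median centring, quantile normalization over all 24 channels, the series table, no dye term, other filters on dim genes, the mean of the probes, array weights, Spearman correlation, other measures of spread, and leaving out each array. The fits within a slide and the full sets of sugar swaps, with all strains and with each left out, were added after the data had been seen. The number of arrays limits the precision of every value.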

Results

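The data compared the transcription profiles of 12 strains of S. paradoxus between growth on xylulose and growth on glucose. The strains with xylulose RNA in Cy5 were DBVPG6304, Q31.4, UWOPS91, Y8.1, N45, Z1, N17 and DBVPG6466 (UWOPS91 is short for a longer strain name), and those with xylulose RNA in Cy3 were Q69.8, CBS432, YPS138 and N43. The median raw spot signal of an array ranged from 617 to 1670 in Cy3 and from 784 to 3050 in Cy5. Between 73.0% and 88.8% of the gene spots were well above background in Cy3, and between 86.3% and 93.8% in Cy5. At most 37 spots of an array were saturated. The median SD of log2 Cy5/Cy3 over the repeated spots of a probe was 0.06 to 0.09. Across genes, the log ratios of different probes of a gene correlated with r between 0.92 and 0.97 on each array.

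The first question was which genes differed in expression between the sugars across the strains. Of 5626 genes tested, 3153 (56.0%) differed at the adjusted p threshold of limma. Expression was higher on xylulose for 1636 of them and lower for 1517. The median change over all genes tested was 0.01 on the log2 scale, with a median SE per gene of 0.11. Loess centres the log ratios of each array near 0, so this median cannot show a shift of expression as a whole. Among the genes called, 422 rose and 158 fell by more than 2-fold. Among the normalizations tried on all 12 arrays, the split between rises and falls moved most under quantile normalization over all channels, with 1313 genes higher and 1811 lower. Falls also outnumbered rises with median centring, the processed signals and the series table, whereas rises past 2-fold outnumbered falls past 2-fold under each of these settings (330 against 163 under quantile normalization).

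**Figure D1:**
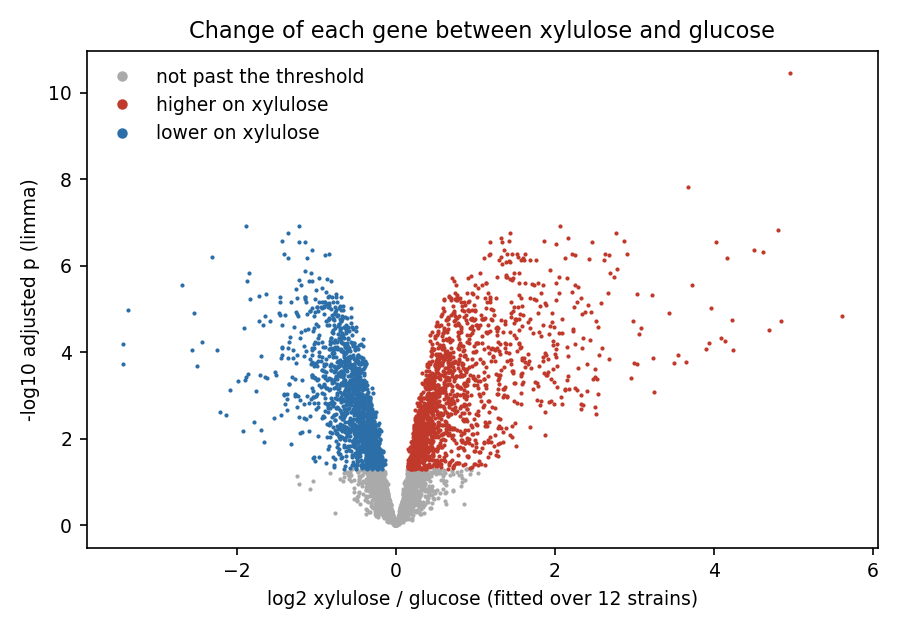
Each point is 1 of the 5626 genes tested, with the fitted log2 xylulose over glucose on the x axis and -log10 of the limma adjusted p on the y axis. The 1636 genes higher on xylulose (red) and the 1517 lower (blue) are separated from those not past the threshold (grey), and rises past 2-fold outnumber falls past 2-fold.

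The direction of change was the same in all 12 strains for 1204 genes (21.4%), of which 640 rose and 564 fell. Independent signs would give this for 0.0488% of genes, about 2.75 of them. All 1204 were also past the threshold. Within the 8 arrays of slide 1, 2935 genes changed without a dye term, and within the 4 arrays of slide 2, 733 did. The mean changes of the 2 slides correlated with r = 0.93 across genes, which are not independent replicates.

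A separate check asked whether genes carried a dye term of their own, common to both slides. The difference between the slides in a gene's dye bias enters the estimated change instead, so this check cannot show it. None of the 5626 genes had an intercept past the adjusted p threshold of limma. At an unadjusted p under 0.05 there were 282 such genes, or 5.01%. Centring each array on its median instead of loess left 374 genes with a dye term.

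The largest rise in all 12 strains was that of gene P1_3503, with a log2 change of 4.95 (SE 0.12, limma adjusted p = 3.6e-11). Its log2 xylulose over glucose was 5.03 ± 0.46 (SD, n = 12) and ranged from 4.27 in YPS138 to 5.71 in UWOPS91. Its probe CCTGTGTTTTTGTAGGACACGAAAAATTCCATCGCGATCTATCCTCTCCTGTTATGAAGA gave 5.44 ± 0.41 and was well above background on 11 arrays on glucose and on 12 on xylulose. Another of its 3 probes was well above background on glucose on 2 of the 12 arrays. Gene P1_4012 had a log2 change of 4.81 (SE 0.26, limma adjusted p = 1.46e-07), and it was higher on xylulose in 12 of 12 strains. Its log2 xylulose over glucose was 4.96 ± 1.03 (SD, n = 12) and ranged from 3.22 in N17 to 6.49 in Z1. Its probe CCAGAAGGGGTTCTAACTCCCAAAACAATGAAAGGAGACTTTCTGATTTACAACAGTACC gave 4.89 ± 1.04 and was well above background in both sugars on all 12 arrays. Its other probe was well above background on glucose on 9 of the 12 arrays, those of DBVPG6304, N45 and DBVPG6466 being the exceptions.

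The largest fall by the same rule was that of gene P1_5004, with a log2 change of -3.42 (SE 0.54, limma adjusted p = 0.000184). Its log2 xylulose over glucose was -3.46 ± 1.89 (SD, n = 12), with -5.63 in Q31.4 and -0.50 in N17. In N17, 2 of its 3 probes were well above background on each sugar. Its log2 signal there before normalization was 8.14 on glucose and 8.33 on xylulose, so the sign of this small fall rests on the normalization. At least 1 of its probes was well above background on 11 of 12 arrays on glucose and on 10 of 12 on xylulose. In UWOPS91 none of its probes was well above background on either sugar, so the value of -0.17 there gives no direction. The gene met the rule with a sign measured in 11 strains, that of N17 only after normalization. In N43 none was well above background on xylulose, and 1 of its 3 probes was so on xylulose on 3 of the 12 arrays, so that falls read from such probes can be understated. Its probe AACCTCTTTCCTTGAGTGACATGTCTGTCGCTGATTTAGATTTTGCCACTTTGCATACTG gave -3.67 ± 2.16. Gene P1_3602 had a log2 change of -2.69 (SE 0.24, limma adjusted p = 2.74e-06) and was lower on xylulose in 12 of 12 strains. Its log2 xylulose over glucose was -2.67 ± 0.83 (SD, n = 12), and UWOPS91 lay apart at -0.31. Its probe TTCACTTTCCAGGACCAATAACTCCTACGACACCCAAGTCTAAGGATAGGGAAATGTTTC gave -2.62 ± 0.81.

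**Figure D2:**
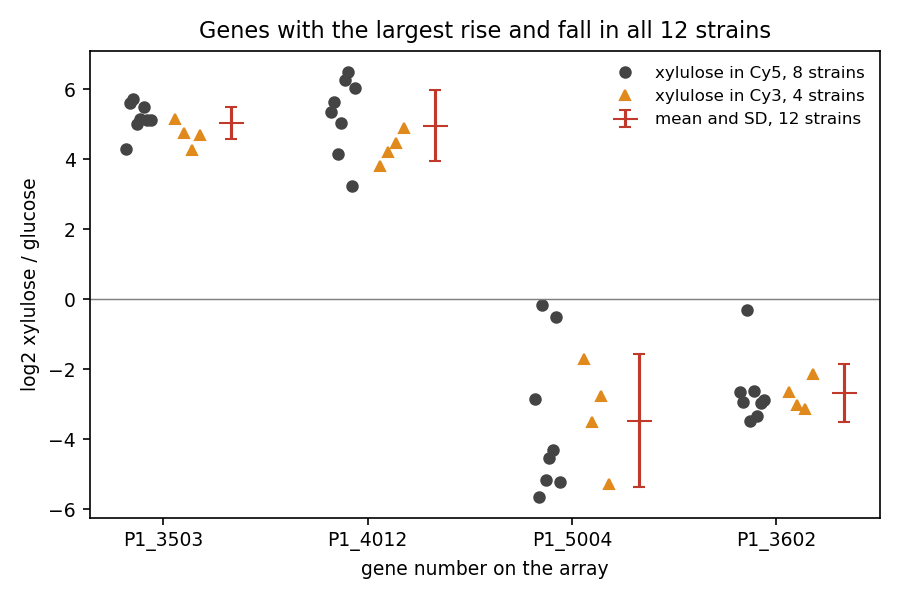
Log2 xylulose over glucose (y axis) is plotted per strain for the 4 genes named (x axis), with circles for the 8 strains with xylulose in Cy5, triangles for the 4 with xylulose in Cy3, and the mean with SD over 12 strains in red. P1_3503 lies between 4.27 and 5.71, while P1_5004 reaches -5.63, and its point nearest 0 is UWOPS91, where no probe was well above background.

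The strains were then compared with each other in the size of their response. The share of genes past 2-fold in a strain ranged from 9.60% in DBVPG6304 to 27.4% in YPS138, with a median of 14.6%. More genes were past 2-fold upwards than downwards in each of the 12 strains, although with median centring this held in 9 of them. In YPS138 these shares were 14.3% and 13.1%. After the dye term was removed, the SD of a gene's log2 change between strains had a median of 0.35, with quartiles of 0.25 and 0.52. This spread includes differences between strains, cultures and arrays, because each strain was measured once.

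**Figure D3:**
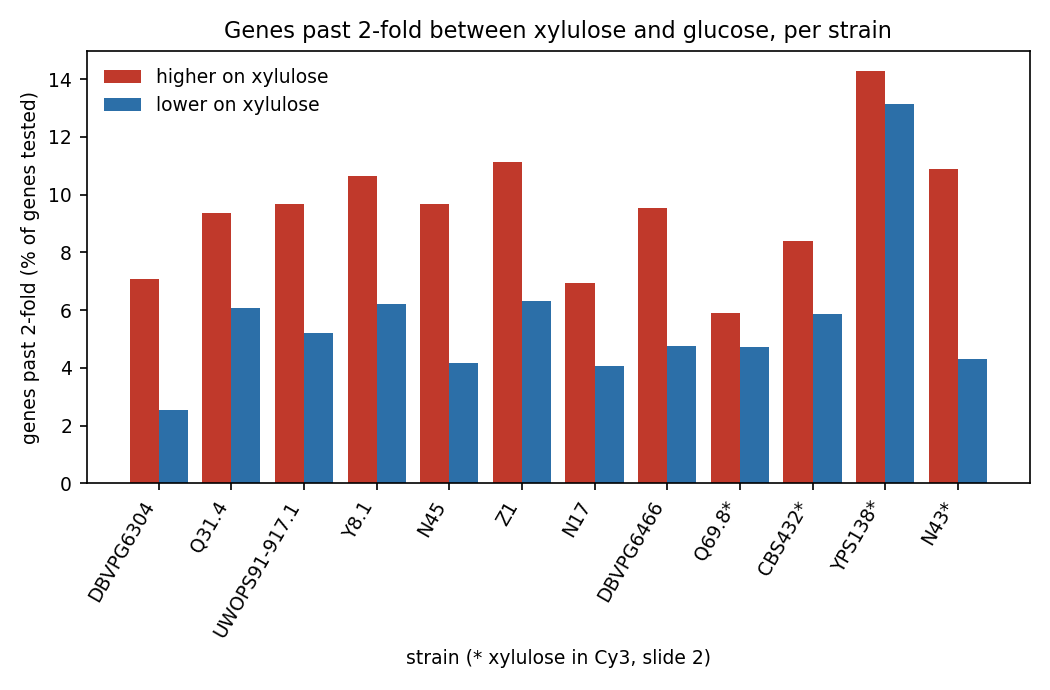
Bars show, for each strain (x axis), the percentage of the 5626 genes tested that were past 2-fold higher (red) or lower (blue) on xylulose. Each bar is 1 array, so there is no error bar, and YPS138 has the highest bars in both directions.

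Agreement between the profiles of the strains was given by the Pearson r across genes for each of the 66 pairs. The median r was 0.67, and r ranged from 0.17 for UWOPS91 and Q69.8 to 0.94 for N45 and N43. The median was 0.65 over the 34 pairs of the same dye orientation and 0.69 over the 32 pairs of different orientation. UWOPS91 had the lowest median r to the other strains, 0.35, followed by YPS138 with 0.54 and DBVPG6304 with 0.58. The highest was 0.79, for DBVPG6466. Spearman correlation moved the median over pairs most, to 0.61.

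**Figure D4:**
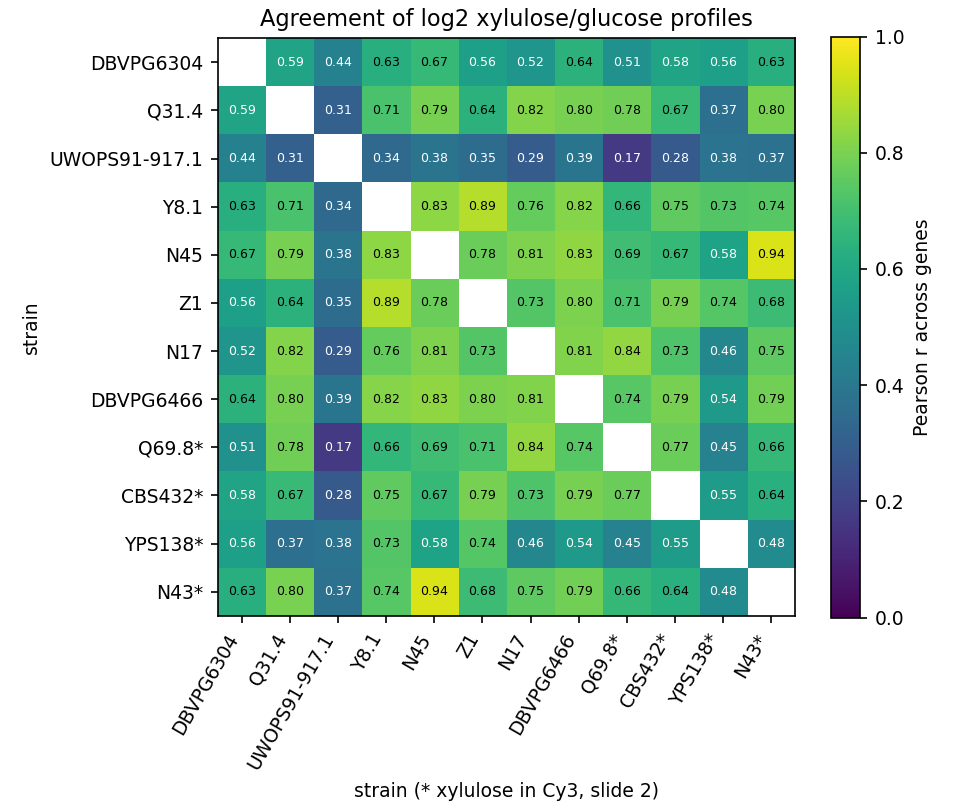
Each cell gives the Pearson r across 5626 genes between the log2 xylulose over glucose profiles of the strains on its axes. N45 and N43 agree most, with 0.94, and the row of UWOPS91 lies between 0.17 and 0.44.

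The study used xylulose to widen the diversity between strains, so the spread of expression between strains was compared between the sugars. The median SD of a gene over strains was 0.43 on xylulose and 0.37 on glucose, on the log2 scale. The median log2 ratio of the SDs was 0.19, and 63.8% of genes had the larger SD on xylulose. In the two-sided permutation test this difference was not past the threshold (p = 0.06, 100 arrangements). The p was 0.0518 over all 4096 arrangements. Within the 8 arrays with xylulose in Cy5 the ratio was 0.15 (permutation p = 0.15). There the sugars and the dyes coincide, so a difference in spread between the dyes would enter this ratio. It could also enter the ratio over all arrays, since xylulose was in Cy5 on most of them and only means per dye were removed. With 1 strain left out, the p over all 2048 arrangements ranged from 0.0107 without N17 (ratio 0.23) to 0.204 without YPS138 (ratio 0.12), and it was past the threshold without any 1 of N17, Q69.8, N45 and N43. The p with all strains was close to the threshold, so these crossings do not show that 1 strain carries the spread.

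On the design of the array, 98.9% of the 17004 probes had a GC content of 41.7% or 43.3%.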

Values the study reported

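The study gave the variation of growth rate over its strains of S. cerevisiae and S. paradoxus together, as std/mean, as 0.13 on glucose and 0.29 on xylulose. It described an array of 60 K probes with 3–4 probes per gene on average, of which more than 98.5% had a GC content of 41.67% or 43.44%. It put the sequence differences between strains at about 1 to 10 mutations per 1000 base-pairs.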

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

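The tests on the number format of the files, on the number of spike-in sequences and on the glucose channel of slide 1 were chosen only after the results were seen. In all, 32 sets of values (8 or 4 arrays each) were searched for a far sample, of which chance gives about 1.6, and 3 were found.

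YPS138 lay apart from the other 3 strains of its slide in its agreement with the remaining strains, with a median r of 0.538 against 0.673 to 0.694. It also had the smallest share of Cy3 spots well above background on that slide, 82.4% against 88.5% to 88.8%. Dim signal does not account for the agreement: over the 5162 genes well above background in both of its channels the median r was 0.537, below the lowest of the other strains of the slide, 0.678. Over 1990 genes whose probes matched each other in this strain, which argues against poor probe matches there, it was 0.543, against 0.690 or more. Its file kept more digits than most, as did those of Z1, whose median r was 0.731, and of UWOPS91, whose median r was the lowest of all at 0.353. A handling step shared by these files therefore stays open, and so does a difference in the strain or in its cultures, and no biological explanation was tested.

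In strain UWOPS91, gene P1_3602 stood far from the other 7 strains with xylulose in Cy5, at -0.31 against -3.48 to -2.61. Its log2 signal before normalization was 8.75 on glucose and 8.63 on xylulose. This strain's glucose profile as a whole lay at 0.392 of the way from the mean glucose to the mean xylulose profile of the other strains of its orientation, so the value may belong to the pattern described for that strain among the other observations. No biological explanation was tested.

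The control spots were not part of any comparison. Of 10 probe sequences of the E1A spike-in set, 2 were well above background in Cy5 on 25.7% of their spots, against 0.622% for the negative controls. Spike-in RNA in the Cy5 samples stays open, since a trace of it could raise only some of the sequences. The signal was on the 4 arrays of slide 2 (58.6% to 94.3% of spots) and not on those of slide 1 (at most 1.43%), so it was not general to the arrays. The Cy5 of slide 2 held glucose RNA, and in the glucose channel of slide 1 the share was 0%. That channel was Cy3, where the 2 sequences were well above background on only 0.476% and 0% of spots over all arrays. It also held other strains, so the test cannot decide on RNA of the glucose cultures. A difference in labelling or washing between the slides also stays open and was not tested, since slide and dye orientation coincide.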

How the results depend on the processing

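The fits within a slide and the full sets of sugar swaps were chosen after the data had been seen. The count of genes changed stayed within 1.5 times its value under all 10 other settings run on all arrays, from 2988 with the filter on all 12 arrays to 3606 with array weights. Between 88.4% (quantile normalization) and 99.6% (no filter) of the 3153 genes were called again in the same direction, and none was called in the other direction. The median change of all genes moved to -0.07 at most, with the software's processed signals, and the share of rises among the calls fell from 51.9% to 42.0% with quantile normalization. Leaving out 1 array gave 2797 to 3220 genes changed, 1447 to 1656 higher and 1350 to 1564 lower. Within slide 2 alone, 733 genes changed, 465 higher and 268 lower. That fit had 4 arrays, and 731 of its calls were among the 3153.

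The 4 genes named kept their direction and stayed past the threshold under every alternative run. P1_5004 had no value with the filter on all 12 arrays, which removed it.

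The number of genes with a dye term went from 0 to 374 with median centring, and from 282 to 1348 at an unadjusted p under 0.05. Loess removes a dye bias that depends on intensity, and median centring does not. The count was 0 with raw signals and with no filter, where 303 and 365 genes were under 0.05 unadjusted.

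The median r between strains kept within the SD of the strains' median r (0.12) under all alternatives, from 0.61 (Spearman) to 0.68, and between 0.66 and 0.73 when 1 array was left out. UWOPS91 was the lowest strain under each of them that included it.

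The ratio of spreads kept its sign under all alternatives. Over all arrays it was 0.11 to 0.22 with p from 0.0518 to 0.24. With 1 array left out it ranged from 0.12 to 0.23, with p from 0.01, the smallest that 100 arrangements can give, to 0.19, and it was past the threshold without N17 (0.23) and without Q69.8 (0.21). Over all 2048 arrangements the p was 0.0107 and 0.0293 for these, 0.0469 without N45 (0.20) and 0.0479 without N43 (0.19), and from 0.0586 to 0.204 without each of the other 8. The cause was not tested. The setting with probes of the other species was not run, because the probe names do not tell them apart, and those of the gene set results were not run. The lowest share of spots well above background was 73.0% in Cy3, for DBVPG6304, and 86.3% in Cy5, for UWOPS91.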

Other observations

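The tests of a channel exchange and of the glucose channel position in UWOPS91, the first 2 tests of strain signatures, and the tests of similarity against chance and without N43 and N45 were chosen only after the results were seen.

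Chance was argued against for the number of genes changed. Of 100 splits of the arrays into 8 and 4 that were drawn at random, 1 gave as many genes, the real one. The most that another split gave was 332, and 98 of the others gave 0. The real split was 1 of the 100, so the share could be no smaller. It was also the split of the slides, so the test cannot tell the sugars from a dye bias that differs between slides.

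The labels place the same strain in both channels of an array, while the study's methods say that the colours of an array labelled different strains. Probes of 1 gene differ in brightness between strains in a way that both channels should share. This signature was taken over 14573 probes. On 12 of 12 arrays the channels matched each other better than those of every strain with an unlike signature, which argues against different strains of unlike signature on an array. DBVPG6304 and YPS138 count as alike in this test, as do N45 and N43, and the channels of YPS138 matched each other (r = 0.742) less well than they matched DBVPG6304 (0.772 and 0.843). Among 7 strains with like signatures (Q31.4, Y8.1, Z1, N17, DBVPG6466, Q69.8 and CBS432), 4 arrays matched within the array best over all genes. Over 2927 genes changed under 2-fold in every strain, 7 did. With the channels read from different spots, so that a spot defect cannot raise the match, 6 did. The exception among the 7 was CBS432, where r was 0.07 within the array and 0.18 with Z1. In the remaining pairs of like strains, the difference between the strains in Cy3 was set against that in Cy5, again from different spots. The r was 0.109 for DBVPG6304 and YPS138 and 0.166 for N45 and N43, no higher than the 0.175 reached between channels of different strains. Over the same genes with all spots it was 0.183 and 0.378, above the 0.143 reached there. From different spots, the channels of N45 matched each other with 0.784 and those of N43 with 0.717, against 0.663 and 0.696 between the partners. This argues against the partner strain in a channel of N45. It does so less for N43, since 0.717 and 0.696 lay close and no error was estimated. The channels of YPS138 matched each other with 0.799, below 0.833 and 0.809 with DBVPG6304. For CBS432 and for the pair of YPS138 and DBVPG6304, a similar strain in 1 channel cannot be told apart from a weak signature.

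UWOPS91 agreed least with the other strains. Its lowest r with a strain was 0.172, still positive, so an exchange of the sugars between its channels is argued against. Agreement between probes of a gene was r = 0.934 on this array, within the 0.921 to 0.971 of the others, so noise is argued against. Over 1569 genes whose probes matched each other in this strain its median r was 0.361, with 0.538 the lowest of the others, which argues against sequence differences in the probes. Its glucose channel lay at 0.392 on the axis from the mean glucose to the mean xylulose profile of the strains of the same orientation, where the other 11 lay between -0.15 and 0.21. Its xylulose channel lay at 0.91, inside the range of the others (0.55 to 1.20). A glucose culture that expressed part of the xylulose programme may be part of the cause. It would shrink the shared response (slope 0.47 on the mean of the other strains) but not give the remainder, in which 12.5% of genes were past 2-fold, more than in any other strain except YPS138. The cause of the low agreement stays open. The state of the culture, the strain itself and a handling step shared by the files with more digits all remain possible. The study's methods describe repeats of the procedure on xylulose, but these data held 1 array per strain.

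YPS138 had the largest share of genes past 2-fold. The agreement between probes of a gene was 0.947 on this array, so noise is argued against. Its slope on the mean profile of the other strains was 1.05, and the share of genes past 2-fold in the remainder was 18.9%, above the 1.46% to 12.5% of the others. A larger change along the shared response is therefore argued against, and a change particular to this strain or its cultures stays open, as does a DBVPG6304-like strain in 1 of its channels.

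Strains with like signatures may also have had like responses. The correlation between the 2 similarities over all pairs of strains was 0.614 (permutation p = 0.0002, strains permuted). It was 0.674 without N43 and N45 (permutation p = 0.0074). It was 0.650 over 439 genes whose probes matched each other in every strain, 0.606 with the signature from genes changed under 2-fold and the response from the others, and 0.598 after each strain's mean similarity was removed. These values argue against probe mismatch, expression carried into the signature and array quality as the whole cause. The strains fall into clusters by signature, however. Within the 7 like strains the correlation was 0.502 (permutation p = 0.0062), but it was 0.31 (permutation p = 0.0625) once signature and response came from different genes, so a relation within clusters cannot be told apart from chance.

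The wider spread on xylulose was tested for dependence on 1 strain. The lowest value with 1 strain left out was 0.124, without YPS138, and the sign stayed positive for all 12. The test set beforehand took any crossing of the threshold as a sign of 1 strain carrying the spread. It was crossed without N17 and without Q69.8, and over all arrangements also without N45 and without N43, but each time towards a smaller p, and the p with all 12 strains was itself close to the threshold. The test therefore leaves this open.

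The mean number of probes per gene number was 2.83, and the array carried 17004 distinct probes.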
